A study of Mus musculus with 9 samples.

How the data were processed

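Messenger RNA of mouse bone marrow-derived macrophages was measured in 9 libraries, 3 untreated, 3 with LPS and 3 with BMS303141 followed by LPS. Per the labels' protocols, 100 ng of total RNA was reverse transcribed from the poly(A) tail with the QuantSeq 3′ mRNA kit (forward version, Lexogen) and amplified with 16 PCR cycles, so reads come from transcript 3′ ends and are not corrected for transcript length. The labels mention no molecular identifiers, and reads copied by PCR are not independent molecules.

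The submitters' processing notes name STAR 2.5.2b, featureCounts 1.5.1, MultiQC, limma and edgeR and the build GRCm38 (mm10), without saying what each was used for; the annotation release, the strand setting and the filter that left the listed genes are not given in the sources used here. The values deposited by the authors are scores on a log2 scale: log2 CPM, quantile-normalised across the 9 libraries. This was read from the values, since their powers of 2 sum to 987472 to 987498 in every library and the sorted columns are nearly identical. Quantile normalisation gives every library the same distribution, so a change that moves most transcripts the same way cannot be seen. Raw counts were not used here, so no count model was run and no pseudocount was needed, contrary to the open choice made beforehand.

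Each library held only 881 to 1302 distinct values, as whole read counts would give. The depth was estimated from distinct values 5 to 40 of each library, taking the lowest value as 0 reads. Quantile normalisation averages values across libraries, so these depths of 1.73 to 5.37 M (mega) reads are approximate and count reads on the listed genes only. A gene at the median held about 25.2 reads in LPS replicate 1 and 77.2 in untreated replicate 1, and values near the floor rest on a few reads. Gm42418 took 25.7% of the listed CPM, and the mitochondrial ribosomal RNAs mt-Rnr2 and mt-Rnr1 took 4.05% and 1.49%.

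Of 12204 Ensembl gene identifiers 12181 matched a symbol and 23 did not; 9940 are annotated as protein-coding in GENCODE M21, which also gave the GRCm38 coordinates. Genes with a log2 CPM of at least 0 in at least 3 libraries were tested, which left 12196 and removed 8. All 3 groups entered a single linear model with a mean per group in limma 3.58.1 (R 4.3.3; lmFit and eBayes with a mean trend, two-sided, Benjamini-Hochberg adjustment over the tested genes), and a gene was called at an adjusted p under 0.05. SE is the moderated standard error of that model. Fold changes are on the log2 CPM scale. Members of gene families with similar 3′ ends, such as the Gbp, Ifit, Oas, Mx and Ccl genes, can share or lose reads depending on the counting, and their values are uncertain to that degree; overlapping and antisense genes are uncertain as well.

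Before the data were examined, 31 gene lists were fixed, covering inflammatory, interferon, metabolic, stress and cell cycle genes, macrophage states, other cell types and RNA quality. Lists with at least 5 tested members, 27 of them, were tested with limma's camera. It was run at its preset correlation of 0.01 with adjustment over the lists, beside camera with an estimated correlation and fry. Some calls ended although the estimate lay below the preset, as for NRF2 genes (0.0019), so a lost call alone does not show correlated members. Genes named in the text were those of a rule fixed at the same time: 10 chosen genes, the 5 largest rises and falls among called genes without overlap between groups (chance gives 10% of genes no overlap) and with a mean at or above the median, leaving out predicted genes, the 2 members with the smallest p of each of up to 10 called lists, and the most abundant member of each list for a cell type or RNA quality. Others are said to be named after their values were seen.

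The same steps were tested on simulated data, counts drawn for the inhibitor comparison, with 200 of the genes changed singly and 30 more raised together as a list. Of the genes changed 1.5-fold 26.9% were recovered, of those changed 2-fold 86.6% and of those changed 4-fold 98.5%, while 10 of the 11934 genes changed in neither way were called. Unchanged groups were simulated 100 times from the fitted spread to give chance values for comparisons that share the LPS libraries. How far deviations that many genes of a library share, as in LPS replicate 1, would widen these chance ranges was not tested. Alternatives fixed beforehand were a term for the replicate number, no filter and a stricter filter of 10 CPM, repeated quantile normalisation, median centring, no mean trend, only the groups compared, weights per library, a 2-fold minimum and leaving out each library. Trimmed-mean centring (30% at each end), centring on ribosomal protein genes, precision weights by vooma, list tests without LPS replicate 1 and a division of the LPS libraries between the comparisons were added after the data were seen.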

Results

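Bone marrow cells of C57/Bl6J mice were turned into macrophages over 6 days with 20% supernatant of L929 cells, a source of macrophage growth factor. The macrophages were left untreated, received 10 ng/ml lipopolysaccharide (LPS, a bacterial cell wall component that activates Toll-like receptor 4) for 4 h, or received 50 µM BMS303141 for 1 h ahead of the same LPS treatment. BMS303141 inhibits ATP-citrate lyase, which makes cytosolic acetyl-CoA from citrate and is encoded by Acly. The study asked how this enzyme bears on the macrophage response to Toll-like receptor signalling. Each of the 3 groups had 3 libraries of the 3′ ends of messenger RNA. The labels do not say whether replicates came from separate mice or cultures, so p-values measure only the spread between these libraries, which may be technical. Among the 9 libraries none received the inhibitor without LPS, and the labels name no vehicle, so the inhibitor's effect was measured only on top of LPS.

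The table listed 12204 genes. Its value steps corresponded to about 3.33 to 5.37 M (mega) reads on listed genes in the untreated libraries, 1.73 to 3.03 M in the LPS libraries and 3.50 to 3.68 M in the libraries with BMS303141 and LPS. The shallowest library, LPS replicate 1, held about 25.2 reads at its median gene and had 348 genes at its lowest value. The first principal component carried 71.1% of the variance and separated the untreated libraries from the other 6. On the second component, with 9.44%, LPS replicate 1 lay at -63.1, LPS replicates 2 and 3 at 1.31 and -5.48, and the libraries with the inhibitor between 16.1 and 26.0.

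**Figure D1:**
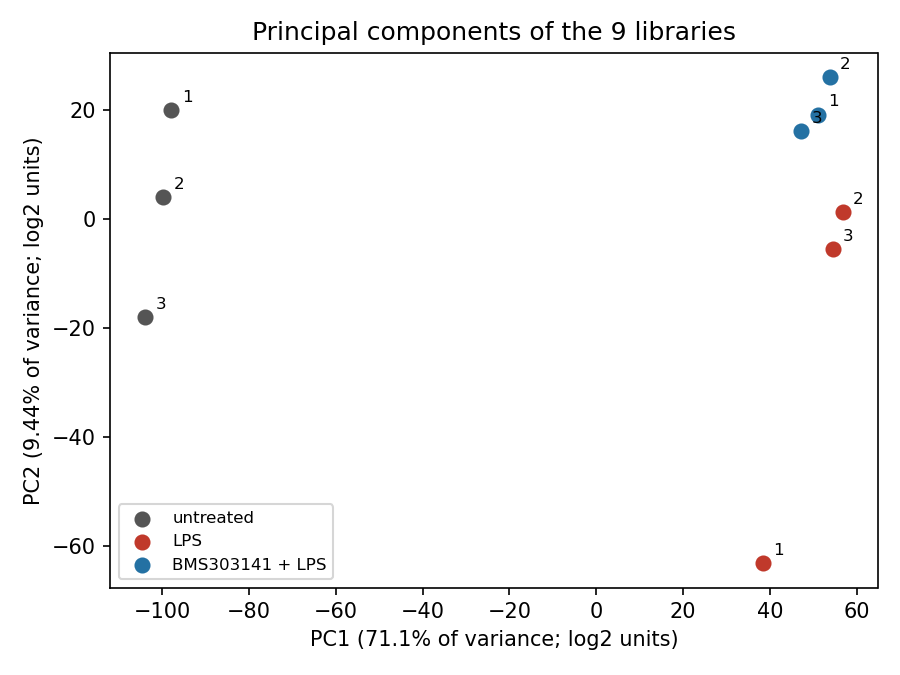
Principal components of the 9 libraries over the tested genes, with PC1 (71.1% of variance) on the x axis and PC2 (9.44%) on the y axis, both in log2 units. Each point is a library, coloured by group and numbered by replicate, and LPS replicate 1 lies at -63.1 on PC2.

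LPS raised the transcripts of inflammatory mediators and lowered those of many genes that mark resting macrophages. Tnf, which encodes the cytokine TNF, rose from 3.22 ± 0.45 to 9.38 ± 0.30 log2 CPM (SD, n = 3), a 71.4-fold rise, and Ptgs2, the inducible cyclooxygenase, rose 676-fold. Cx3cr1, the fractalkine receptor, fell from 8.63 ± 0.05 to 3.97 ± 0.15 log2 CPM (SD, n = 3). With limma, 2628 genes were higher and 3102 lower at an adjusted p under 0.05 among 12196 tested, and 1560 and 1749 of these changed at least 2-fold. Acly itself (ENSMUSG00000020917, chromosome 11, 100476353 to 100528000 in GRCm38, minus strand) was at 5.41 ± 0.04 log2 CPM in untreated and 5.16 ± 0.07 in LPS-treated macrophages (SD, n = 3). Its difference of -0.25 (95% interval -0.55 to 0.05) did not pass the test (adjusted p = 0.153, limma).

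Among called genes with a mean at or above the median of the tested genes and no overlap between groups, the largest rises were in cytokine and enzyme genes. Il12b, which encodes the shared p40 subunit of IL-12 and IL-23 (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033), rose by 11.09 on the log2 scale (SE 0.37). Il1b rose by 9.71 (SE 0.44), Il1a by 9.46 (SE 0.37), Ptgs2 by 9.40 (SE 0.22) and Mmp13, a collagenase, by 9.33 (SE 0.37). In untreated libraries Il12b, Il1a and Mmp13 lay within the lowest 3 value steps above the floor, so the size of their rise is imprecise. Nos2, the inducible nitric oxide synthase, was at the lowest value in all 3 untreated libraries and at 3.82 ± 0.35 log2 CPM with LPS (SD, n = 3), for which no fold is given. Il6 rose by 8.41 (SE 0.35), Acod1, which makes itaconate, by 9.31 (SE 0.37), Il10 by 3.94 (SE 0.33), Ifit1 by 4.29 (SE 0.30) and Cxcl10 by 7.49 (SE 0.31).

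Of 18 tested inflammatory cytokine genes, 17 rose, among them Edn1 (8.96, SE 0.23), and 1 fell, Vegfa (-2.40; named after its value was seen). All 15 tested chemokine genes rose, including Ccl3 (7.18, SE 0.14) and Cxcl2 (8.23, SE 0.21). All 27 tested NF-kB family and feedback genes rose, such as Socs3 (7.55, SE 0.19), an inhibitor of cytokine signalling, and Tnip1 (3.78, SE 0.11). Type I interferon-stimulated genes rose in 36 of 37 cases, with Gbp2 at 5.47 (SE 0.16) and Gbp7 at 5.24 (SE 0.17). Of 20 antimicrobial and prostaglandin genes, 17 rose and 1 fell, with Ptges, a prostaglandin E synthase, at 8.89 (SE 0.14). Untreated values of Il6, Edn1, Ptges and Socs3 lay within the lowest 4 value steps above the floor, so these rises are imprecise too. Adjusted over the list alone, the counts of these 5 lists were the same. The limma camera test called all 5 higher, and with an estimated correlation the adjusted p was 0.00959 for the cytokine, NF-kB and antimicrobial lists, 0.0511 for chemokines and 0.0763 for interferon-stimulated genes.

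Genes of macrophage identity went the other way, with 23 of 29 tested members lower and 4 higher (23 and 4 adjusted over the list alone). Among them Cx3cr1 fell by 4.66 (SE 0.17). The list was lower by camera (adjusted p = 4.05e-07; adjusted p = 0.00959 with an estimated correlation). Among 7 tested genes of alternative activation 6 fell, such as Clec7a (-1.81, SE 0.15), while Il4ra, the IL-4 receptor chain, rose by 2.05 (SE 0.10). Of 25 cell cycle genes 13 fell, with Ccnd1 (cyclin D1) at -5.25 (SE 0.33), and 2 rose, with Mki67 at 3.67 (SE 0.16); adjusted over the list alone 13 fell and 3 rose. The calls of both lists (adjusted p = 0.0154 for each) ended with an estimated correlation, with adjusted p = 0.117 for alternative activation and adjusted p = 0.192 for the cell cycle. Among called genes with a mean at or above the median and no overlap between groups, the steepest falls were in Rgs2 (-6.40, SE 0.29), a regulator of G protein signalling, Lpar6 (-5.74, SE 0.32), Rab7b (-5.37, SE 0.15), Slc43a2 (-4.76, SE 0.11) and Cx3cr1.

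Stress and metabolic lists moved less. Of 19 tested integrated stress response genes 12 rose and 4 fell, with Nupr1 at 4.42 (SE 0.21) and the mitochondrial folate enzyme Mthfd2 at 2.43 (SE 0.17). Of 17 hypoxia targets 8 rose and 2 fell, with Adm at 6.41 (SE 0.42) and Ak4 at 6.14 (SE 0.47), both at the floor in 2 of 3 untreated libraries. Of 18 NRF2 antioxidant genes 8 rose and 2 fell, and 6 of 17 antigen presentation genes rose. Adjusted over the list alone, the counts were the same except for hypoxia targets, where 9 rose. Camera called the 4 lists higher, with adjusted p = 0.00435, 0.00828, 0.0488 and 0.0444, and with an estimated correlation the adjusted p was 0.186, 0.104, 0.142 and 0.131. The call of the NRF2 list also ended with the replicate number as a block (camera adjusted p = 0.0542). In the ribosomal protein list 11 of 32 were lower (10 adjusted over the list alone), with a camera adjusted p = 0.0484 that rose to 0.110 without LPS replicate 1 and was 0.249 with an estimated correlation. The lists for glycolysis (11 higher and 8 lower of 25), cholesterol synthesis (6 and 4 of 24), fatty acid synthesis (2 and 3 of 17), the tricarboxylic acid cycle (2 and 5 of 22), oxidative phosphorylation (3 and 6 of 37), LXR targets (3 and 6 of 11) and histone acetylation enzymes (2 and 11 of 28) were not called by camera. Nor were those for the unfolded protein response (2 and 7 of 20), the heat shock response (6 and 4 of 17), and p53 targets (7 and 4 of 19). Adjusted over the list alone, these counts differed only for glycolysis (9 lower), the tricarboxylic acid cycle (1 higher), oxidative phosphorylation (2 higher) and heat shock (8 higher).

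Markers of other cell types were few. In the neutrophil list 3 of 5 tested genes rose, with S100a8 at 2.17 (SE 0.34), and camera gave an adjusted p = 0.0681. Both tested genes of the dendritic cell list rose (2 also adjusted over the list alone), with a median of 4.00, and Itgax, which macrophages also express, by 2.23 (SE 0.27), and Hdc, the only tested mast cell gene, by 5.56 (SE 0.15). Of the 6 tested stromal genes 1 rose (also 1 adjusted over the list alone; list mean 1.11, camera adjusted p = 0.317), while Sparc was at 0.50 (SE 0.43, adjusted p = 0.370, limma) and Lck of the lymphocyte list at 0.98 (SE 0.67, adjusted p = 0.253, limma). No erythroid gene was in the tested table. Among the RNA quality lists mt-Nd4 fell by 0.59 (SE 0.17), a call lost without untreated replicate 1 or 2 (adjusted p up to 0.0781, limma), and Klf6 rose by 1.06 (SE 0.09). The mitochondrial list had 1 higher and 4 lower of 9 (camera adjusted p = 0.238), and the immediate early list 5 higher and 4 lower of 13 (adjusted p = 0.711), both also adjusted over the list alone. In the immediate early list the median was -0.17 while camera gave the direction up, and in oxidative phosphorylation the median was 0.01 while camera gave down.

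Centring each library on the ribosomal protein genes instead, an alternative added after the data were seen, moved the median of all genes from -0.06 to 0.23 and the share of calls that were higher from 45.9% to 65.4%, with 3710 higher and 1961 lower. With it the list medians changed sign for ribosomal proteins (-0.23 to 0.06), histone acetylation enzymes (-0.21 to 0.08) and immediate early genes (-0.17 to 0.12). They also did for fatty acid synthesis (-0.15 to 0.14), the tricarboxylic acid cycle (-0.17 to 0.12) and the unfolded protein response (-0.13 to 0.16). Of these only the ribosomal proteins had been called. Centring on these genes sets the level of their list by construction, so its shift and split tell nothing about the scaling. Counts within lists moved too, so the splits given above depend on the scaling. With this centring the numbers higher and lower were 9 and 2 for oxidative phosphorylation, 4 and 3 each for the tricarboxylic acid cycle, LXR targets and the unfolded protein response, 7 and 9 for histone acetylation enzymes, 3 and 1 for ribosomal proteins, and 11 and 5 for glycolysis. They were 13 and 2 for hypoxia targets, 11 and 0 for antigen presentation, 14 and 1 for the integrated stress response, 9 and 1 for NRF2 genes, 10 and 1 for heat shock, 18 and 0 for antimicrobial genes, 1 and 1 for the mitochondrial list and 5 and 2 for immediate early genes. Without LPS replicate 1 the deposited scaling gave 2762 higher and 3278 lower, with 9 and 7 for oxidative phosphorylation, 10 and 4 for cholesterol synthesis and 5 and 7 for the unfolded protein response.

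**Figure D2:**
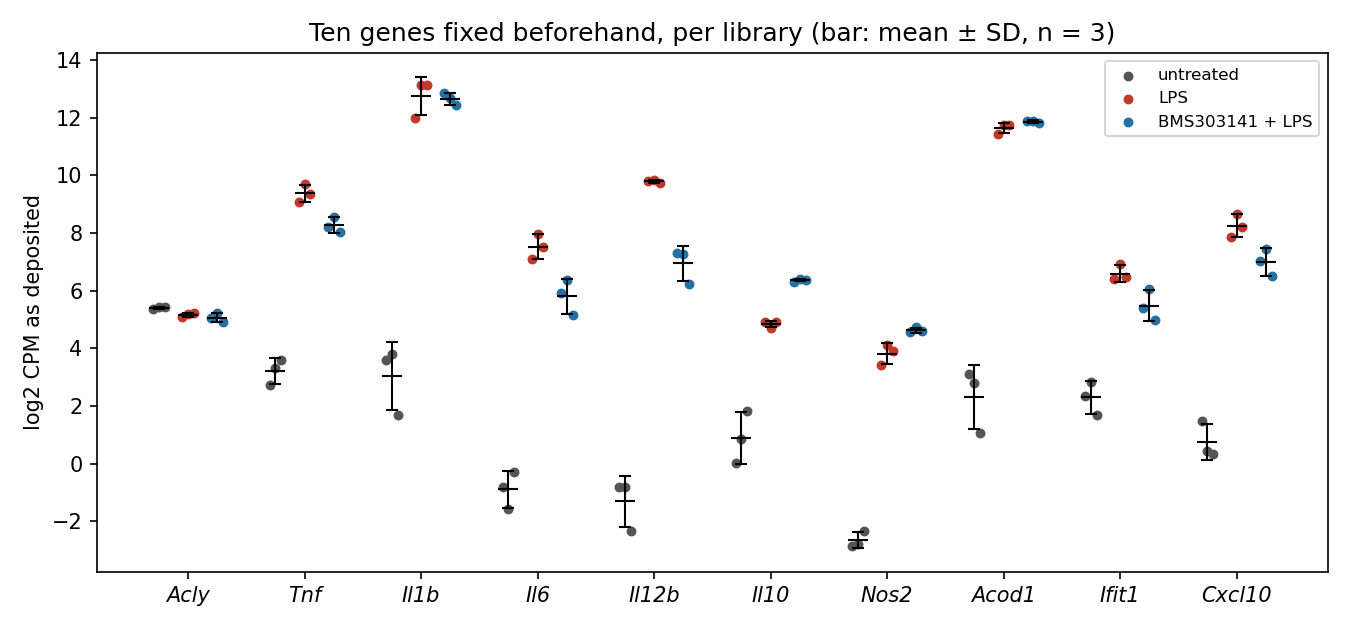
Deposited log2 CPM (y axis) of 10 genes chosen before the data were examined (x axis) in each library, coloured by group, with the mean and SD of the 3 libraries. Il12b lies at 9.79 ± 0.04 with LPS and at 6.94 ± 0.61 with BMS303141 and LPS (SD, n = 3).

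BMS303141 changed part of the LPS response, lowering Il12b and raising Hmox1 and several genes that LPS had lowered. Il6 was also called lower and Il10 higher, but these calls ended in 4 and 6 of the fits that left out 1 library. Of the 37 interferon-stimulated genes 17 were called lower, and the call of their list ended with an estimated correlation (camera adjusted p = 0.0571). Il12b fell by 2.84 (SE 0.37) relative to LPS alone, from 9.79 ± 0.04 to 6.94 ± 0.61 log2 CPM (SD, n = 3), and Mx2, an interferon-stimulated GTPase, fell by 1.57 (SE 0.18). Il10 rose by 1.53 (SE 0.33), from 4.84 ± 0.11 to 6.37 ± 0.04 log2 CPM (SD, n = 3). In all, 117 genes were higher and 141 lower with the inhibitor (limma, adjusted p under 0.05), of which 56 and 63 changed at least 2-fold. Without LPS replicate 1 the counts were 131 and 133, with 204 genes shared with the same direction. The count rested on single libraries. It was 27 higher and 35 lower without inhibitor replicate 3, 32 and 47 without inhibitor replicate 1, 52 and 91 without inhibitor replicate 2, 75 and 85 without LPS replicate 3, and 91 and 90 without LPS replicate 2. Without a mean trend in the variance it was 43 and 56, and with weights per library 407 and 407.

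Acly did not change detectably with its inhibitor, at -0.09 (95% interval -0.38 to 0.21; adjusted p = 0.802, limma). Of 18 tested cytokine genes 4 fell and 2 rose (8 and 3 adjusted over the list alone). The falls were Il12b, Il6 (-1.71, SE 0.35; ENSMUSG00000025746, chromosome 5, 30013114 to 30019981), Il18 (-1.35, SE 0.19) and Tnf (-1.11, SE 0.22; ENSMUSG00000024401, chromosome 17, 35199381 to 35202007). The rises were Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974), which encodes an anti-inflammatory cytokine, and Il1rn (1.09, SE 0.21; named after its value was seen), the antagonist of the IL-1 receptor. Il1b was at -0.10 (95% interval -1.06 to 0.85), Acod1 at 0.23 (-0.57 to 1.02) and Nos2 at 0.81 (0.14 to 1.49), none of which passed the test (adjusted p = 0.941, 0.814 and 0.244, limma). The calls of Tnf and Il6 ended without LPS replicate 2 or 3 or inhibitor replicate 1 or 3 (adjusted p up to 0.111 and 0.124), and that of Il10 without any of these, inhibitor replicate 2 or untreated replicate 2 (up to 0.128, limma). All 3 calls also ended without a mean trend, and that of Il6 also with the replicate number as a block. The SE pools the spread of all 3 groups. Il10 varied most in untreated libraries (SD 0.90, against 0.11 with LPS and 0.04 with the inhibitor). Its change stayed between 1.46 and 1.56 in the fits that left out 1 library. Acod1 had SDs of 1.10 in untreated libraries, 0.17 with LPS and 0.04 with the inhibitor, so its interval is wide for the same reason. The cytokine list was lower by camera (adjusted p = 0.00439; adjusted p = 0.184 with an estimated correlation).

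All 37 tested interferon-stimulated genes had a lower mean with the inhibitor, and 17 passed the test (31 adjusted over the list alone). Mx1 was at -1.78 (SE 0.28), Mx2 at -1.57 (SE 0.18; ENSMUSG00000023341, chromosome 16, 97535308 to 97560900, annotated as a polymorphic pseudogene) and Parp14 at -0.80 (SE 0.10). Ifit1 (-1.11, SE 0.30) did not pass (adjusted p = 0.0811, limma). Neither did Cxcl10 (-1.25, SE 0.31, adjusted p = 0.0537, limma), which belongs to the chemokine list and not to this one. The median of the interferon list was -0.81, and it was lower by camera (adjusted p = 7.56e-30, and 0.0571 with an estimated correlation). Without LPS replicate 1 the median was -0.79 and 16 members were called lower. Of 15 chemokine genes only Ccl22 was called (-2.24, SE 0.42), a call lost without LPS replicate 2 or 3 or any inhibitor replicate (adjusted p up to 0.0937, limma), and 4 were lower adjusted over the list alone. The chemokine list was lower by camera (adjusted p = 0.00140; adjusted p = 0.346 with an estimated correlation). In the NF-kB list 4 of 27 fell (6 adjusted over the list alone), namely Icam1 (-1.06), Tnfaip2 (-0.97), Rel (-0.82) and Nfkb1 (-0.54), named after their values were seen. Its camera adjusted p was 0.0903, and 0.433 with an estimated correlation; without LPS replicate 1 it was 0.00234 at the preset correlation, the only one run there.

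Other lists moved upward with the inhibitor. Among 25 glycolysis and pentose phosphate genes Pfkfb3, which makes an activator of phosphofructokinase, rose by 1.36 (SE 0.20), Ldha by 0.68 (SE 0.14) and Tpi1 by 0.67 (named after its value was seen), and adjusted over the list alone 8 rose and 1 fell. With all libraries 3 glycolysis genes were called higher, and 7 without LPS replicate 1. Of 17 hypoxia targets only Ndrg1 passed (1.16, SE 0.21; also 1 adjusted over the list alone), while Hif1a was at 0.34 (SE 0.12, adjusted p = 0.179, limma). Hmox1, the haem oxygenase, was the only called member of 18 NRF2 genes and rose by 1.77 (SE 0.14; ENSMUSG00000005413, chromosome 8, 75093621 to 75100589), with 6 adjusted over the list alone, and Prdx1 was at 1.01 (SE 0.33, adjusted p = 0.162, limma). Of 20 antimicrobial genes 3 rose and 1 fell (6 and 1 adjusted over the list alone), with Slc11a1, a phagosomal metal transporter, at 0.93 (SE 0.16), Ptges at 0.69 (SE 0.14), and, named after their values were seen, Slpi at 2.09 and Ncf1 at -0.55. S100a8, a calcium-binding protein abundant in neutrophils, rose by 2.29 (SE 0.34; ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) and Mmp8 by 1.63 (SE 0.28), both of the 5 tested neutrophil genes (also 2 adjusted over the list alone), while S100a9 at 0.49 and Csf3r at 0.29, named after their values were seen, were not called. Camera called these lists higher, with adjusted p = 1.89e-06, 0.000350, 0.00140, 0.000517 and 0.00289 in the order glycolysis, hypoxia, NRF2, antimicrobial and neutrophil. With an estimated correlation the adjusted p was 0.0571 for each of the first 3, 0.135 for the antimicrobial list and 0.286 for the neutrophil list. Ldha lost its call without LPS replicate 3 or any inhibitor replicate (adjusted p up to 0.0927), Ndrg1 without any inhibitor replicate (0.0889), Mmp8 without inhibitor replicate 1 or 3 (0.0694), Slc11a1 without inhibitor replicate 3 (0.0712) and Ptges without any LPS or inhibitor replicate (0.166, limma). The calls of S100a8, Pfkfb3, Ldha, Ndrg1 and Ptges also ended without a mean trend in the variance. That of Ptges ended with the replicate number as a block as well.

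**Figure D3:**
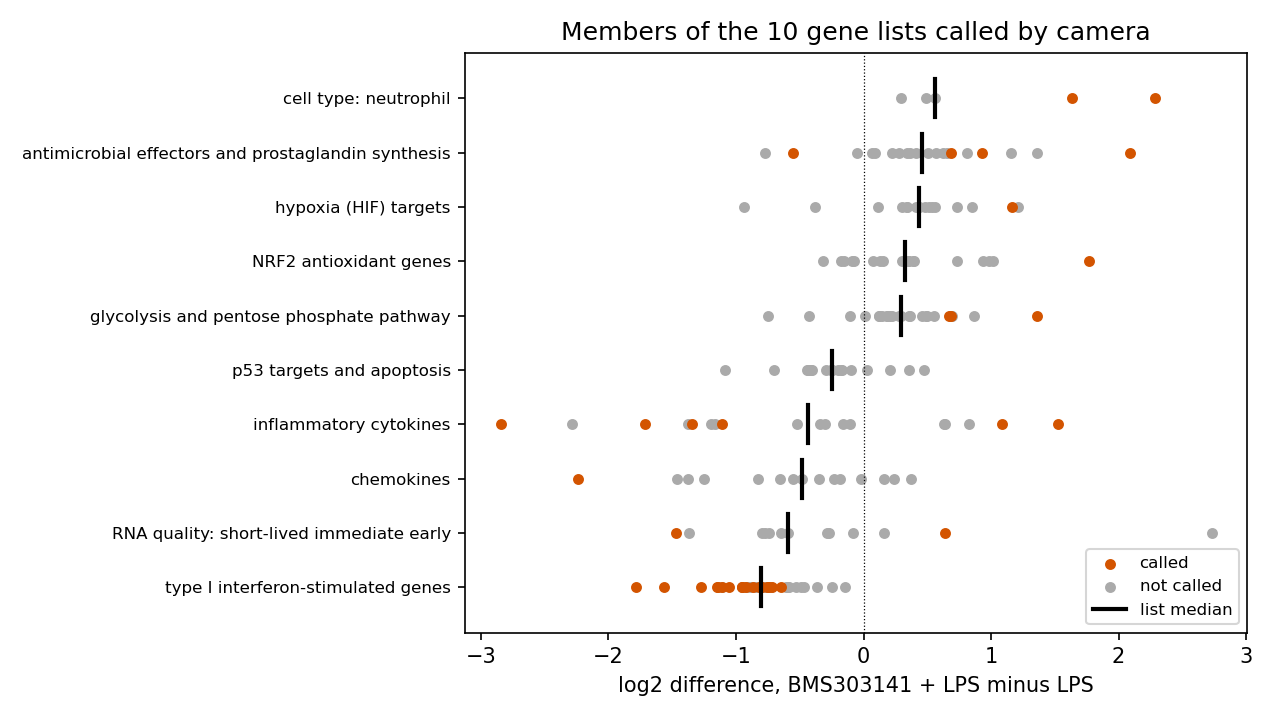
Log2 difference between BMS303141 with LPS and LPS alone (x axis) for each tested member of the 10 gene lists that camera called at its preset correlation (y axis); orange points are genes called by limma, grey points are not, and black bars are list medians. The interferon-stimulated genes have a median of -0.81. The call of every list shown ended with an estimated correlation, including the NRF2 list, whose estimate of 0.0019 lay below the preset 0.01.

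Within the same limits on mean level and overlap, the largest changes lay partly outside these lists. Zfp36l1, which encodes an RNA-binding protein that destabilises transcripts (ENSMUSG00000021127, chromosome 12, 80107754 to 80113013), rose by 2.11 (SE 0.17), Abi3 by 1.88 (SE 0.20) and Ggta1 by 1.74 (SE 0.12). Rasgef1b fell by 1.68 (SE 0.17) and Arhgap22 by 1.65 (SE 0.23). In the macrophage identity list 4 of 29 rose (adjusted over the list alone 7 rose and 3 fell), among them Irf8 (1.10) and Fcgr3 (0.93), named after their values were seen, and camera did not call the list (adjusted p = 0.126). Il4ra, named here after its value was seen, rose by 0.89 (SE 0.10), the only call among 7 alternative activation genes. Itgax fell by 1.68 (SE 0.27) in the dendritic cell list and Hdc by 0.70 (SE 0.15) in the mast cell list. The call of Hdc was lost without LPS replicate 2 or 3 or any inhibitor replicate (adjusted p up to 0.188, limma). It was also lost with the replicate number as a block. Lck (-0.84, SE 0.67), Sparc (-1.03, SE 0.43), mt-Nd4 (0.39, SE 0.17) and Klf6 (-0.27, SE 0.09) did not pass (adjusted p = 0.599, 0.290, 0.315 and 0.174, limma).

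Of the 13 tested immediate early genes, which respond within minutes to stimulation and handling, Egr2 fell by 1.47 (SE 0.28) and Jun rose by 0.64 (SE 0.13), with 5 lower and 2 higher adjusted over the list alone. Egr2 lost its call without LPS replicate 2 or 3 or inhibitor replicate 1 or 3 (adjusted p up to 0.0888, limma). Jun lost its call without LPS replicate 2 or 3 or any inhibitor replicate (0.122, limma), and with the replicate number as a block. None of 19 p53 and apoptosis genes was called and 2 were lower adjusted over the list alone, with Gdf15 at -1.09 (SE 0.28, adjusted p = 0.0684) and Cdkn1a at -0.70 (SE 0.19, adjusted p = 0.0850, limma). Both lists were lower by camera, with adjusted p = 0.0140 and 0.0385, and with an estimated correlation the adjusted p was 0.166 and 0.346.

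Lists closer to the enzyme's own pathway were not called by camera with the inhibitor. None of 24 cholesterol synthesis genes, 17 fatty acid synthesis genes, 22 tricarboxylic acid cycle genes and 37 oxidative phosphorylation genes was called by limma, with list medians of 0.16, 0.06, 0.04 and 0.09 and camera adjusted p = 0.0903, 0.139, 0.628 and 0.300. Adjusted over the list alone the counts were 0, 2, 0 and 0. Of 28 histone acetylation enzymes Hdac9 rose by 1.23, and of 11 LXR targets Abca1 rose by 0.76, both named after their values were seen. At an unadjusted p under 0.05 limma counted 1820 genes in this comparison. Mki67 (-0.79, SE 0.16) was the only call among 25 cell cycle genes, Tap1 (-0.59) among 17 antigen presentation genes and Pdia4 (-0.53) among 20 unfolded protein response genes, all 3 named here after their values were seen. None was called among the stress response, heat shock, ribosomal protein, mitochondrial and stromal lists, and adjusted over the list alone only 1 stress response gene was lower. All 6 tested stromal genes had a lower mean, with a median of -0.61 (camera adjusted p = 0.126; adjusted p = 0.433 with an estimated correlation). In the ribosomal protein list the median was -0.00 and the mean 0.07, and in the histone acetylation list -0.00 and 0.09, with camera giving up for both.

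Of the 1560 genes that LPS raised at least 2-fold, 89.6% were also called higher against untreated cells with the inhibitor present, and of the 1749 lowered at least 2-fold, 87.3% were also called lower. These comparisons share the untreated libraries. Simulated data without an inhibitor effect gave 93.2% (91.8% to 94.2%) and 92.3% (91.0% to 93.5%) on average. Both observed shares lay below the simulated range, but whether deviations shared by a library's genes would widen it was not tested. The inhibitor lowered 91 and raised 27 of the induced genes, and raised 40 and lowered 14 of the repressed genes. Choosing LPS-responsive genes by the mean of both LPS groups against untreated cells, which is independent of the inhibitor's effect where the groups vary alike, gave 68 lowered and 40 raised of 1586 induced genes and 32 raised and 23 lowered of 1801 repressed genes. The direction differed between these classes (Fisher's exact test, two-sided, odds ratio 2.35, p = 0.0125), in a test that counts genes and leaves out the spread between libraries. Without LPS replicate 1 the induced genes split into 92 lowered and 28 raised. Without inhibitor replicate 3 only 23 were lowered and 5 raised, without inhibitor replicate 1 there were 30 and 5, and without LPS replicate 3 there were 56 and 13. Those raised fell to 16 without LPS replicate 2 and to 12 without inhibitor replicate 2. Of the repressed genes 14 were raised and 4 lowered without inhibitor replicate 3, 15 and 5 without inhibitor replicate 1, and 20 and 9 without inhibitor replicate 2, and 6 were lowered without untreated replicate 2. In 100 simulated data sets with no inhibitor effect at most 2 induced genes were called lower, but at most 3 genes were called in all, so this tells nothing about the direction of the effect.

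Across the tested genes, which are not independent replicates, the log2 changes with LPS and with the inhibitor had a Pearson r of -0.17 and a covariance of -0.12. Shared LPS libraries give a negative value with no effect at all. The simulated sets had a mean r of -0.12 (-0.157 to -0.088) and a mean covariance of -0.06 (-0.075 to -0.041), which leaves a covariance of -0.06. The observed r and covariance lay below these ranges, and 0 of 100 simulated sets reached them. The ranges rest on the fitted spread, and how far deviations like those of LPS replicate 1 would widen them was not tested. Of the genes lower with the inhibitor 106 were raised by LPS, where independent lists would share 30.4, and of those higher with it 52 were lowered by LPS, where independent lists would share 29.8. Along with the LPS effect, 42 genes were higher in both comparisons, against 25.2 for independent lists, and 24 lower in both, against 35.9. The 3 LPS libraries were also divided 1 against 2 between the comparisons, in 6 ways, a test added after the data were seen. The covariance then ranged from -0.12 to 0.13 (mean -0.03) and r from -0.18 to 0.11. The highest covariance, 0.13, came with LPS replicate 1, which lies apart from the others, alone in the inhibitor comparison. With LPS replicate 2 or 3 alone in the LPS comparison the covariance was only 0.028 and 0.0016. With LPS replicate 1 alone in the LPS comparison it was -0.12. With LPS replicate 2 or 3 alone in the inhibitor comparison it was -0.11 and -0.10. Each division leaves a single LPS library in 1 comparison, so genes called in it are not counted here. The sign of the covariance thus followed LPS replicate 1: positive wherever it served the inhibitor comparison and negative wherever it served the LPS comparison. Part of the excess of opposite calls may come from the use of these libraries in both comparisons.

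Macrophages given both compounds differed from untreated cells about as widely as those given LPS, with 2627 genes higher and 3120 lower (limma). Hypoxia targets rose in 14 of 17 cases (14 adjusted over the list alone) and were called by camera (adjusted p = 0.000143; adjusted p = 0.0401 with an estimated correlation). Interferon-stimulated genes rose in 28 of 37 cases (30 adjusted over the list alone; camera adjusted p = 1.08e-13; adjusted p = 0.111 with an estimated correlation). Tnf was 33.2-fold, Mx2 5.21-fold and S100a8 21.9-fold above untreated cells. Centring on ribosomal protein genes moved the median of all genes from -0.05 to 0.22 and gave 3735 higher and 2065 lower, so that 64.4% instead of 45.7% of calls were higher. Without LPS replicate 1 there were 2945 higher and 3466 lower. Camera called 13 of 27 lists, 10 higher and 3 lower, of which 7 held with an estimated correlation. Whether these differences from untreated cells differ from those of LPS alone is what the direct comparison of both LPS groups tests.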

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

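Trimmed-mean centring, centring on ribosomal protein genes, vooma weights and list tests without LPS replicate 1 and the division of the LPS libraries were chosen after seeing the data. Of the 82 results of genes given by the naming rule (77 under the stricter filter), none that passed the test changed its direction under an alternative run. Genes named after their values were seen were not followed. The depth, about 1.73 M (mega) reads in LPS replicate 1, limits what can be said of genes near the floor. Count models, count-based size factors and pseudocounts were not run, since the values are already log2 CPM.

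Replicate numbers did not pair the libraries: same-number deviations correlated between -0.297 and 0.165, and 3 of 9 libraries correlated best with their own number. With the replicate number as a block, LPS against untreated gave 2530 genes higher and 3001 lower, the inhibitor against LPS 95 and 113, and both against untreated 2537 and 3021; 9 LPS-repressed genes were lowered further (14 without it). With the block 4 of the 82 named results lost their call, those of Il6, Ptges, Jun and Hdc for the inhibitor, and camera called 12 instead of 13 lists for LPS.

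With a 2-fold minimum the counts higher and lower were 1560 and 1749 for LPS, 56 and 63 for the inhibitor, and 1565 and 1755 for both against untreated, fewer by construction. Without a mean trend the inhibitor gave 43 and 56, with 34 induced genes lowered, 9 raised further and 17 repressed genes raised. Array weights, which gave LPS replicate 1 a weight of 0.283 and LPS replicate 3 one of 3.09, gave 407 and 407, with 199 induced genes lowered and 68 raised further, 170 repressed genes raised and 39 lowered further, and a correlation of the LPS and inhibitor changes of -0.25. Vooma weights gave 215 lower, with 161 induced genes lowered, 62 raised further and 6 repressed genes lowered further. Centring on ribosomal protein genes gave 1961 lower for LPS and 2065 lower for both against untreated, as its shift of the median of all genes from -0.06 to 0.23 for LPS makes. It ended 4 named calls, those of mt-Nd4 for LPS (-0.59 to -0.30) and of Ldha, Ptges and Jun for the inhibitor. With LPS-responsive genes chosen by the orthogonal contrast 23 repressed genes were lowered further. With at least a 4-fold LPS response, which leaves fewer genes, 45 induced genes were lowered, and 25 repressed genes were raised and 7 lowered further. Over genes called in either comparison the correlation was -0.24. Divided 1 against 2 so that no LPS library was in both comparisons, the correlation changed sign in 3 of 6 ways. It was 0.11 with LPS replicate 1, which lies apart from the others, alone in the inhibitor comparison. With LPS replicate 2 or 3 alone in the LPS comparison it was 0.0331 and 0.00200. Both are smaller than the SD of 0.039 of the correlation over the fits that left out 1 library. In the other 3 ways, with LPS replicate 1 in the LPS comparison, it lay between -0.18 and -0.13. Where no construction is named, the cause was not tested.

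Leaving out each library in turn, the inhibitor gave 27 to 140 genes higher and 35 to 178 lower; induced genes lowered numbered 23 to 121 and raised further 5 to 38, and repressed genes raised 14 to 50 and lowered further 4 to 12; the correlation ranged from -0.27 to -0.14. The lowest counts came without inhibitor replicate 3, where that group keeps 2 libraries, and the correlation of -0.27 without LPS replicate 1. Counts for LPS and for both against untreated stayed within 1.5 times. Of the 82 named results 12 lost their call without inhibitor replicate 3, and 11 without a mean trend: mt-Nd4 for LPS, and Tnf, Il6, Il10, S100a8, Pfkfb3, Ldha, Ndrg1, Ptges, Jun and Hdc for the inhibitor. Leaving out LPS replicate 1, the inhibitor comparison gave 7 instead of 3 glycolysis genes higher, 2 instead of 1 NRF2 genes and histone acetylation enzymes higher, and 2 instead of 1 chemokine genes and 2 instead of 0 p53 genes lower. It also gave 1 stress response gene higher and 1 lower and 1 LXR target lower, where there were 0, and 0 instead of 1 unfolded protein response genes lower. For the inhibitor camera called 10 of 27 lists, 0 with an estimated correlation and 11 without LPS replicate 1, and fry called 8 of the 27, among them macrophage identity, which camera did not call.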

Other observations

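The tests of the shallow LPS library, of the interferon list against other induced genes in each library (all and those of the same level), of a weaker LPS response, of shared LPS libraries, and of IL-10 and cAMP signalling were chosen only after the result was seen.

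Plin2 and Hilpda, 2 genes linked to lipid droplets, were higher with the inhibitor, while the fixed lists for fatty acid synthesis, cholesterol synthesis and LXR targets were not called by camera. Plin2, which coats lipid droplets, fell by 2.26 on the log2 scale with LPS and was higher by 1.52 (SE 0.16, adjusted p = 0.000506, limma) when the inhibitor was present, at 8.38 ± 0.14 log2 CPM against 6.87 ± 0.40 (SD, n = 3). Hilpda, an inhibitor of lipolysis induced by hypoxia, was higher by 1.68 (SE 0.18). Rassf2, which fell by 3.05 with LPS, was higher with the inhibitor by 1.42. Trim21, an antibody receptor of the cytosol, Ddhd1, a phospholipase, and Rcsd1 rose with LPS and were changed by -1.49, -1.59 and -1.46 with the inhibitor. All of these were picked after their values were seen. Gapdh, which every cell uses, was listed at only 0.88 ± 0.96 log2 CPM in untreated cells (SD, n = 3).

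The interferon-stimulated genes were lower with the inhibitor, with a median of -0.81, a list call that ended with an estimated correlation (camera adjusted p = 0.0571). Against the explanations by depth and scaling, without the shallow LPS replicate 1 the median was -0.79 (SE 0.05 over members), and from LPS-induced genes of the same mean level, which a scaling would move alike, the list differed by -0.82 (SE 0.12 between libraries). Among 10000 random lists of LPS-induced genes matched on mean level and LPS response, 0% had a median as low as that of the 33 members LPS had induced (-0.84, lowest random list -0.42), but random genes may vary together less than list members do. Against the other 1527 induced genes in the same library the list lay at 0.44 ± 0.18 with LPS and -0.29 ± 0.18 with the inhibitor (SD, n = 3), a difference of -0.73 (SE 0.15 between libraries) that an equal loss over all LPS-induced genes would not give, though 3 libraries against 3 cannot reach an exact two-sided p under 0.10. An effect of BMS303141 on interferon signalling is a hypothesis that stays open, as does an effect on targets other than ATP-citrate lyase, since no second inhibitor or inhibitor-only group was measured, and it was found and tested on the same data.

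LPS replicate 1 lay apart from the other LPS libraries. At 386 genes with a mean log2 CPM of at least 8, where depth adds little, its differences from LPS replicates 2 and 3 had SDs at least 2.77 times that between those 2, so lower depth alone is argued against. A weaker response in that culture stays open: over 111 LPS-responsive genes its response had a slope of 0.92 (SE 0.02) on that of the other 2 libraries, against 1.04 and 1.03 for these, between the bounds set for either answer.

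With all libraries, inhibitor effects ran opposite to LPS effects more often than along with them. The orthogonal choice of LPS-responsive genes still gave an association of direction (Fisher's exact test over genes, p = 0.0125, and p = 0.00502 without LPS replicate 1), but this test leaves out the spread between libraries. With the LPS libraries divided between the comparisons, the covariance of the changes ranged from -0.12 to 0.13. The highest value came with LPS replicate 1, which lies apart from the others, alone as the reference of the inhibitor. With LPS replicate 2 or 3 alone in the LPS comparison the covariance was only 0.028 and 0.0016. In the remaining ways it lay between -0.12 and -0.10. Undivided, the covariance of -0.12 lay below the range of -0.075 to -0.041 simulated from the fitted spread without an inhibitor effect. The divided libraries, however, gave values of both signs. A partial reversal of the LPS response and shared LPS libraries alone were therefore not told apart. Undivided, the same 3 LPS libraries serve both comparisons. Divided, 1 comparison rests on a single LPS library, and the sign of the covariance followed the comparison that held LPS replicate 1.

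It was asked whether more Il10 goes with a stronger IL-10 response. Of 13 tested genes known to be raised by IL-10 in macrophages, 7 of which the fixed lists also hold, 3 were called higher (4 adjusted over the list alone) and the median was 0.36 (SE 0.17). Without the 3 members already seen to be called, the set of 10 had a median of 0.27 and was higher by camera at the preset correlation (adjusted p = 0.0360 over both hypotheses), but with an estimated correlation the adjusted p was 0.343. This is consistent with stronger IL-10 signalling only as a weak hypothesis, and LPS alone changed these genes by a median of 2.64. A list of 13 cAMP-responsive genes had a median of -0.08 (SE 0.18) and a camera adjusted p = 0.840, so cAMP and CREB signalling was neither shown nor excluded.

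Splits of the 6 libraries of a comparison into other groups of 3 number 10 with the real one, too few for a share under 0.05. For genes called, 1 of the 10 splits, the real one, gave a count as large in each comparison: 5730, 258 and 5747 genes for LPS, the inhibitor and both against untreated, with 0 as the highest of the other splits. The same held for induced genes lowered by the inhibitor, 91 against 0, which follows where no gene is called. The other splits mix both treatments within a group, which adds any treatment difference to the spread. Their 0 calls therefore tell little. For gene lists called by camera at the preset correlation the real split gave 13 and the highest other 12 for LPS. For the inhibitor 2 of the 10 splits gave 10 lists, the real one and that which set LPS replicate 1 with inhibitor replicates 1 and 3, so the number of lists called does not tell the real groups from that split.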
